A study of Caenorhabditis elegans with 13 samples. Its data were reported in "The embryonic muscle transcriptome of Caenorhabditis elegans" (2007).

How the data were processed

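RNA was profiled from Caenorhabditis elegans embryonic cells on 13 Affymetrix C. elegans arrays, each with its own RNA sample. Per the labels, body wall muscle cells were isolated by fluorescence-activated cell sorting of cells carrying a myo-3::GFP transgene, either directly after dissociation of embryos (M0, 3 arrays) or after 24 hr in culture (M24, 3 arrays). The reference samples were sorted populations of all viable embryonic cells, taken at 0 hr (R0, 3 arrays) or after 24 hr in culture (R24, 4 arrays). The labels call the reference wild type, so it likely lacked the myo-3::GFP transgene, although the growth protocol shared by all samples names myo-3::GFP adults. Strain was therefore not separated from cell type in comparisons of muscle with reference. The arrays of a group are biological replicates per the labels, so that the p-values of single probe sets given here measure the spread between separate cell preparations.

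The authors amplified 100 ng of total RNA per sample in 2 rounds, labelled the product with biotin, and summarised the probes of each probe set by robust multiarray analysis (RMA, no version stated), a method made of background correction, quantile normalization and a summary over the probes. The deposited values are the resulting probe-set intensity on a linear scale, with no negative value, a median of 49.2 to 58.0 per array and a highest value of 9060 to 14497. The present calls of the study were not used here. The scan day and chip lot of 12 arrays were read from deposited scanner settings (other text, not measurements), which were used only to find batches, and R24 replicate 4 has no such record. Distinct intensity values that occurred on both arrays of a pair, in any probe set, numbered 55 to 344 for pairs at 0 hr and 563 to 1410 for pairs at 24 hr. Pairs of different times shared 0 or 1. The values of the 2 times were therefore taken to come from separate RMA runs. Levels were tested only between muscle and reference of the same time, or as a difference of those differences. The planned direct comparisons of M24 with M0 and of R24 with R0 were not run for this reason.

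Intensities were log2-transformed, and no pseudocount was needed. All 22548 probe sets were kept, and no Affymetrix control probe set was among them. Of these, 20766 name 1 gene, 887 name several and 895 name none. Gene symbols are those of the platform annotation, in which 20701 of the probe sets with 1 gene carry a gene identifier found in the RefSeq gene table. For tests on genes, each of 17118 genes was represented by the probe set naming only that gene with the highest mean over the 13 arrays, and 2981 genes had more than 1 such probe set to choose from. Gene order along the chromosomes was taken from the same RefSeq table, without coordinates.

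M0 was compared with R0, M24 with R24, and the enrichment at 24 hr (M24 less R24) with that at 0 hr (M0 less R0) using limma (version 3.58.1, R 4.3.3), with lmFit and eBayes and two-sided moderated tests. The difference of enrichment was fitted to the group means of all 13 arrays. Values are log2 fold changes with the standard error (SE) of the fit. A probe set was called raised or lowered at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets and a fold change of at least 1.7, the fold minimum of the study. Gene lists were tested with camera (limma) at its preset correlation between genes of 0.01 and again with a correlation estimated for each list, and p-values were adjusted over the lists within a comparison. The overlap of raised genes was tested with Fisher's exact test, two-sided, over 17118 genes. Agreement of replicates is the squared Pearson correlation of log2 values (R²) for each pair of arrays of a group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

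The comparisons, the thresholds, the gene lists and the rule for naming genes were fixed before the data were examined. The lists were sarcomere, muscle attachment, muscle calcium and excitation, postsynaptic receptors, dystrophin complex, mesoderm transcription factors and basement membrane. Markers of cell types other than body wall muscle made up the lists for neurons, intestine, epidermis, pharynx, germline with maternal transcripts, and coelomocytes. Proteasome, cytosolic ribosome, oxidative phosphorylation, glycolysis with glycogen metabolism, heat shock and stress, and cell cycle with replication covered general functions. The proteasome theme was taken from the study, and a last list held transcription factors that the study chose on these same samples, so neither is independent evidence of its direction. Some members, among them act-1, act-2, dys-1, hif-1 and enol-1, are named by no probe set of their own and were not measured. Genes named in the text are myo-3, the 8 genes with the largest rise and the 8 with the largest fall in each comparison of muscle with reference, the 2 called members of each list with the largest change (up to 4 where a list is described at length, or the member with the smallest p where none was called), the 6 largest differences of enrichment in each direction, and 18 genes that the study discusses by time or by absence, all measured but act-2. Genes of the first kind had to separate all muscle arrays from all reference arrays.

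Muscle and reference arrays at 0 hr shared 2 scan days, each with 1 array of either group, so 0 hr results were also taken within those days and with scan day as a fixed block, in which R0 replicate 2 and M0 replicate 3, each alone on its day, carry no weight. At 24 hr no recorded scan day held both groups, as the 3 M24 arrays were scanned on 3 days and R24 replicates 1, 2 and 3 together on another, the day of R24 replicate 4 being unknown, so scan day could enter only as a random block there. The study also credits the R24 data to its earlier work. M24 against R24, and with it the difference of enrichment, therefore cannot be told apart from a difference in source experiment. Deviations of arrays with the same replicate number from their group means correlated across probe sets at 0.216, 0.324 and 0.153 at 0 hr, and a fit with replicate number as a block called 2881 probe sets at 0 hr in place of 2643. At 24 hr the same correlations were 0.210, -0.044 and 0.385, and the arrays were treated as unpaired.

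Other settings covered quantile normalization of all arrays together, median centring, removal of the dimmest probe sets (those below the lower tertile of mean signal), a single fit of all arrays, an intensity trend in eBayes, array weights, no fold minimum, treat at the fold minimum, each array left out in turn, the replicate block, and significance analysis of microarrays (SAM, own implementation with all label permutations, at false discovery rates of 1.8% for 0 hr and 1.2% for 24 hr). For gene lists, the estimated correlation and the mean of all probe sets of a gene were tried as well. Scan day as a random block, and as a fixed block for gene lists, were added after the scan days had been seen.

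The number of arrays limits the precision. Data were simulated on the real means, with independent noise for each probe set and a single spread per probe set pooled over the groups. The wider scatter between M24 arrays was therefore not reproduced, and the shares below do not rank the comparisons. With 200 of 22548 probe sets changed, limma recovered 19% of those changed 2-fold and 76% of those changed 4-fold for M0 against R0. There were 4 false calls. The shares were 39% and 84% for M24 against R24, with 3 false calls, and 16% and 72% for the difference of enrichment, with 3 false calls. SAM recovered 16% and 70% for M0 against R0, and 29% and 73% for M24 against R24. camera found the 1 list changed 2-fold among 17118 genes in each comparison, with 1 unchanged list called for M0 against R0, 0 for M24 against R24 and 1 for the difference. The simulated genes were not correlated, so these counts do not measure false list calls in the real data.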

Results

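Transcripts of sorted body wall muscle cells and of all embryonic cells were measured on 13 arrays: 3 of freshly dissociated muscle (M0), 3 of the matching reference (R0), 3 of muscle sorted after 24 hr in culture (M24) and 4 of its reference (R24). Median intensities lay between 49.2 and 58.0 on all arrays. The mean R² of replicate pairs was 0.923 for M0 (0.904 to 0.944 over 3 pairs), 0.937 for R0, 0.871 for M24 and 0.957 for R24 (6 pairs). The M24 pairs ranged from 0.797 to 0.959, because M24 replicate 3 correlated less with the other M24 arrays. Its log2 values also spanned a narrower range, 3.91 between the lowest and the highest decile, than those of M24 replicates 1 and 2, 4.50 and 4.86. At 0 hr the narrowest ranges were 3.53 on M0 replicate 2 and 3.91 on R0 replicate 2.

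The first comparison asks which transcripts set newly formed muscle cells apart from all embryonic cells. The transcript of myo-3, the myosin heavy chain gene whose promoter drives the sorted GFP, was higher in M0 than in R0 by 2.80 ± 0.45 (log2 fold change ± SE, n = 3 and 3, adjusted p = 0.00333). unc-54, another myosin heavy chain gene, rose by 2.20 ± 0.41 and unc-15, which encodes the paramyosin of thick filaments, by 1.94 ± 0.21. The muscle regulators hlh-1, the MyoD homolog, and unc-120, which encodes a protein related to serum response factor, rose by 2.61 ± 0.25 and 2.22 ± 0.37. The neuron, epidermis, pharynx and cell cycle lists had lowered medians that passed camera, though not with an estimated correlation (adjusted p from 0.0611 to 0.221). Among single genes ric-4, which encodes the synaptic protein SNAP-25, was at -2.74 ± 0.28 (adjusted p = 3.64e-04).

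Across the array, 859 probe sets were raised in M0 and 1784 were lowered when tested with limma, which corresponds to 676 and 1415 of 17118 genes. In each of the 2091 called genes all 3 muscle arrays lay on one side of all 3 reference arrays, a separation that chance gives for 10% of genes and that 32.5% of all genes showed. With so few arrays a call at these thresholds largely brings this separation with it, so the separation of called genes is no added support. A fixed block for scan day called 1038 raised and 2524 lowered, and a random block 2965 in total. The median log2 fold change of all probe sets was 0.10. Each gene is given by its brightest probe set, and of 33 called named genes with other probe sets, 17 had all of these called the same way, 11 had none and 2, vbh-1 and pos-1, had one of opposite sign.

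The highest value of any probe set was 4.21. Among genes, each by its brightest probe set, the largest rises belonged to dpy-20, a gene needed for normal body shape (4.07 ± 0.24, adjusted p = 1.02e-04), and zig-7, which encodes an immunoglobulin domain protein (4.01 ± 0.27). F09B9.4 (3.91 ± 0.30), mig-17, which encodes a secreted metalloprotease (3.84 ± 0.23), R04B5.6 (3.78 ± 0.47), tag-348 (3.77 ± 0.41), R04B5.5 (3.76 ± 0.38) and sri-19 (3.76 ± 0.29) followed. The deepest falls were those of gegf-1 (-4.16 ± 0.18, adjusted p = 5.80e-05), flp-8, which encodes an FMRFamide-related neuropeptide (-4.03 ± 0.32), C55A6.6 (-4.03 ± 0.35), R08F11.4 (-3.91 ± 0.28), F52A8.3 (-3.90 ± 0.26), pana-1 (-3.87 ± 0.22), txt-17 (-3.83 ± 0.32) and gst-31, a glutathione S-transferase gene (-3.70 ± 0.33). These 16 genes had adjusted p-values of at most 9.49e-04.

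**Figure D1:**
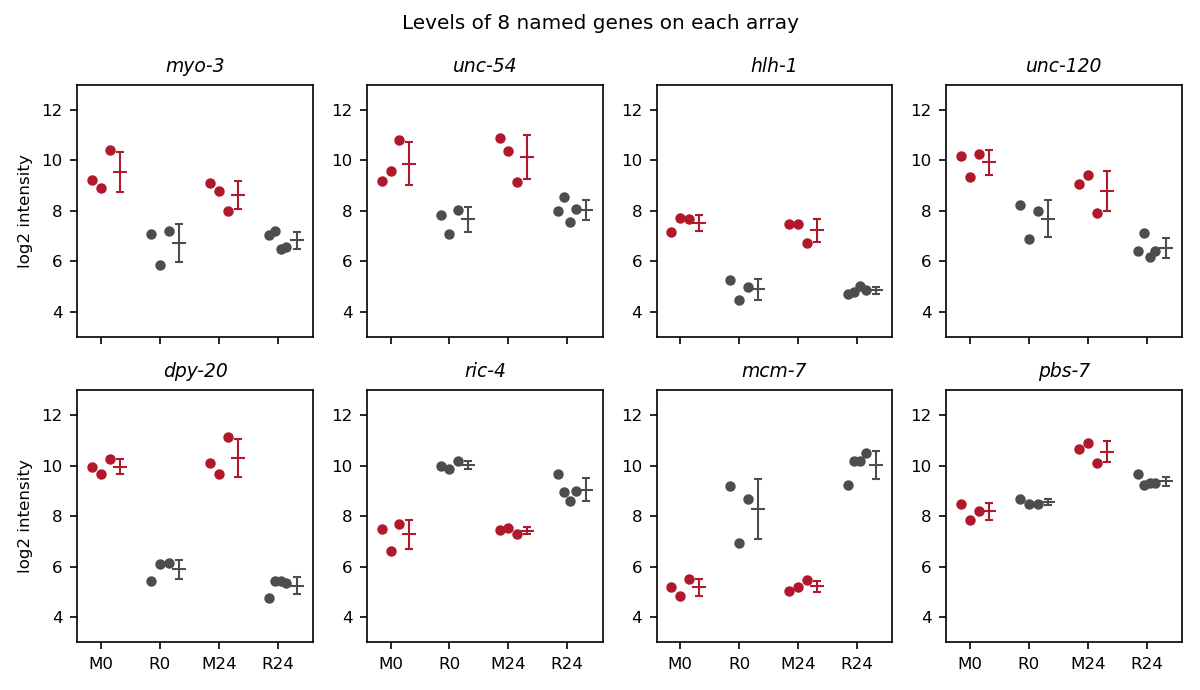
Log2 intensity of 8 named genes on each of the 13 arrays, with the mean and SD of each group beside its points; levels are to be compared within a time. myo-3, unc-54, hlh-1, unc-120 and dpy-20 lie higher on every muscle array than on every reference array of the same time, ric-4 and mcm-7 lie lower, and pbs-7 lies higher in muscle on all arrays at 24 hr only.

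The structural lists of muscle had raised medians at 0 hr. Of 29 measured sarcomere genes 24 were raised (25 adjusted over the list alone) and 0 lowered, with a median log2 fold change of 1.67 (camera adjusted p = 3.96e-16, and adjusted p = 0.119 with an estimated correlation). Among them were unc-87, which encodes a calponin-related thin filament protein (2.82 ± 0.35), and the troponin T genes tnt-3 (2.79 ± 0.42) and mup-2 (2.55 ± 0.46). The attachment list, which links the sarcomere to the cell membrane, had 15 genes raised and 1 lowered of 20 (16 and 1 adjusted over the list alone), a median of 1.38 and a camera adjusted p of 4.20e-11 (0.119 as the adjusted p with an estimated correlation). unc-95, which encodes a LIM domain protein, rose by 2.96 ± 0.38, tln-1, the talin gene, by 2.56 ± 0.26 (0.38, adjusted p = 0.459, in its next brightest probe set), pat-6 by 1.64 ± 0.25 and the β-integrin gene pat-3 by 1.01 ± 0.17. The dystrophin complex list had 7 of 10 genes raised and 0 lowered (8 and 0 adjusted over the list alone), with a median of 1.73 (camera adjusted p = 1.78e-06, and adjusted p = 0.133 with an estimated correlation). Its sarcoglycan genes sgcb-1, sgca-1 and sgn-1 rose by 3.66 ± 0.25, 3.34 ± 0.31 and 3.05 ± 0.33.

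The lists of genes that make muscle excitable also had raised medians. Receptors at the neuromuscular synapse had 7 of 16 genes raised and 0 lowered (9 and 0 adjusted over the list alone), with a median of 1.04 (camera adjusted p = 3.45e-06, and adjusted p = 0.133 with an estimated correlation). lev-8 and unc-29, which encode subunits of the levamisole-sensitive acetylcholine receptor, rose by 3.10 ± 0.25 and 2.83 ± 0.23, and the GABA receptor gene unc-49 by 1.82 ± 0.25. The calcium and excitation list had 10 of 22 raised and 0 lowered (10 and 0 adjusted over the list alone), with a median of 0.57 (camera adjusted p = 9.25e-06, and adjusted p = 0.133 with an estimated correlation), led by csq-1, which encodes the calcium store protein calsequestrin (3.13 ± 0.37), and the potassium channel gene twk-18 (2.12 ± 0.24). Within the first shared scan day the medians of the sarcomere, attachment, dystrophin, receptor and calcium lists were 1.33, 1.29, 1.63, 1.09 and 0.71, and within the second 1.37, 1.09, 1.35, 0.68 and 0.36. With scan day as a block they were 1.31, 1.19, 1.52, 0.83 and 0.51, each still called by camera.

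The mesoderm transcription factor list did not pass (median 0.15, camera adjusted p = 0.167; medians within the shared days 0.18 and 0.38, and 0.25 with the block). It had 5 genes raised and 2 lowered of 15, the same counts adjusted over the list alone. rnt-1, the Runx gene, rose by 2.05 ± 0.20, while the homeobox gene pal-1, which acts early in this lineage, fell by 1.81 and the forkhead gene let-381 fell by 1.50. ceh-13, a Hox gene, rose by 0.91 ± 0.19 and lost its call without M0 replicate 3 (adjusted p = 0.0556), and hnd-1 did not pass (0.56 ± 0.25, adjusted p = 0.200). The transcription factors that the study chose on these samples, whose direction is not independent evidence, had 13 of 30 raised and 2 lowered (15 and 2 adjusted over the list alone; median 0.76, camera adjusted p = 3.45e-06, and adjusted p = 0.165 with an estimated correlation), among them ceh-33 (2.25 ± 0.38), with medians of 0.59 and 0.59 within the shared days and 0.67 with the block. The basement membrane list went both ways, with 5 raised and 3 lowered of 18 (6 and 3 adjusted over the list alone), and did not pass (median 0.62, camera adjusted p = 0.167; 0.52 and 0.18 within the shared days and 0.28 with the block). In it the type IV collagen genes let-2 and emb-9 rose by 2.48 ± 0.39 and 2.00 ± 0.31, and unc-52, the perlecan gene, fell by 2.45.

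Of the 6 lists for other cell types, 4 had lowered medians that passed camera in M0. Of 28 neuronal genes 0 were raised and 14 lowered (15 adjusted over the list alone), with a median of -0.91 (camera adjusted p = 4.33e-13, and adjusted p = 0.0611 with an estimated correlation). The log2 fold change was -2.95 for flp-1, a neuropeptide gene, -2.85 and -2.51 for the synaptic genes unc-18 and snt-1, and -2.44 for egl-3, which encodes a neuropeptide processing enzyme. Of 24 epidermal genes 15 were lowered and 0 raised (18 and 0 adjusted over the list alone; median -1.30, camera adjusted p = 4.19e-10, and adjusted p = 0.0611 with an estimated correlation), such as noah-1, a gene of the outer matrix (-2.28 ± 0.47), dlg-1, a cell junction gene (-1.86 ± 0.21), and sqt-3, a cuticle collagen gene (-1.86 ± 0.19). noah-2 also fell by 2.04, but lost its call without R0 replicate 1 or 3 or without M0 replicate 1 or 2 (highest adjusted p = 0.126). Among these neuronal and epidermal genes, other probe sets of flp-1, snt-1 and sqt-3 were all called lowered. Those of unc-18, noah-1 and dlg-1 fell by 0.37, 1.34 and 0.005 and were not called. The pharynx list had 5 of 11 lowered and 0 raised (5 and 0 adjusted over the list alone; median -0.52, camera adjusted p = 1.93e-04, and adjusted p = 0.133 with an estimated correlation), with the pharyngeal troponin gene tni-4 at -2.68 ± 0.27 and tnc-2 at -1.95 ± 0.22; its median was -0.80 without M0 replicate 2. Of the 3 coelomocyte genes 2 were lowered and 0 raised (2 and 0 adjusted over the list alone; median -1.30, camera adjusted p = 0.0138, and adjusted p = 0.289 with an estimated correlation), unc-122 at -1.66 ± 0.25 and cup-4 at -1.30 ± 0.23. The medians of the neuron, epidermis, pharynx and coelomocyte lists were -1.21, -1.39, -1.26 and -1.78 within the first shared day, -0.97, -1.44, -0.38 and -0.90 within the second, and -0.97, -1.52, -0.47 and -1.34 with the block.

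Intestine and germline markers did not shift as lists. The intestine list had 0 of 16 genes called (0 adjusted over the list alone), a median of 0.11, a mean of -0.04 and a camera direction of down (adjusted p = 0.897); ifb-2, an intermediate filament gene, had the smallest p (-0.84 ± 0.29, adjusted p = 0.103). The germline and maternal list had 2 of 22 lowered and 0 raised (1 and 0 adjusted over the list alone; median 0.22, camera adjusted p = 0.608), vbh-1 at -0.95 ± 0.22 and pos-1 at -0.77 ± 0.21. Each of these lost its call without any of 4 arrays, vbh-1 without R0 replicate 1 or 3 or M0 replicate 1 or 2 (highest adjusted p = 0.0957) and pos-1 without R0 replicate 1 or 2 or M0 replicate 2 or 3 (highest adjusted p = 0.146). Within the shared days the intestine medians were 0.05 and 0.15 and the germline medians 0.22 and 0.45, and with the block 0.07 and 0.33.

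Genes of the cell cycle and of replication formed the most broadly lowered general function, with 15 of 30 lowered and 0 raised (20 and 0 adjusted over the list alone; median -1.18, camera adjusted p = 8.92e-11, and adjusted p = 0.221 with an estimated correlation). mcm-7, which encodes a subunit of the replicative helicase, fell by 3.08, and the cyclin B genes cyb-1 and cyb-3 stood at -2.67 and -2.39. Glycolysis and glycogen genes had 5 of 16 raised and 2 lowered (5 and 2 adjusted over the list alone; median 0.54, camera adjusted p = 0.0143, and adjusted p = 0.463 with an estimated correlation), with the pyruvate kinase gene pyk-2 at 3.28 ± 0.26 and the aldolase gene aldo-2 at -1.75 ± 0.33. Oxidative phosphorylation had 3 of 28 raised and 0 lowered (5 and 0 adjusted over the list alone; median 0.56, camera adjusted p = 2.16e-04, and adjusted p = 0.463 with an estimated correlation), among them sdha-1 (1.02 ± 0.20) and asg-2 (0.87 ± 0.18), which lost its call without R0 replicate 3 (adjusted p = 0.0566). Cytosolic ribosome genes shifted by a median of 0.26 (camera adjusted p = 6.81e-05, and adjusted p = 0.463 with an estimated correlation) with 0 of 76 called (0 adjusted over the list alone); rpl-23A.2 had the smallest p (0.69 ± 0.18, adjusted p = 0.0305, below the fold minimum). The heat shock and stress list had 1 raised, hsp-25 (1.48 ± 0.24), and 1 lowered, sip-1 (-1.63 ± 0.23), of 19 (1 and 3 adjusted over the list alone; median -0.03, camera adjusted p = 0.229). The proteasome list had 0 of 32 called (0 adjusted over the list alone; median -0.10, camera adjusted p = 0.400), pbs-7 having the smallest p (-0.37 ± 0.21, adjusted p = 0.306).

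Within the first and the second shared day the medians were -1.57 and -1.36 for the cell cycle, 0.38 and 0.27 for glycolysis, 0.18 and 0.20 for oxidative phosphorylation, 0.18 and 0.27 for the ribosome, -0.39 and 0.03 for stress, and -0.38 and -0.36 for the proteasome. With scan day as a block, in which R0 replicate 2 and M0 replicate 3 carry no weight because each was alone on its day, the cell cycle (-1.38) and ribosome (0.20) lists kept their calls, glycolysis (0.28, camera adjusted p = 0.332) and oxidative phosphorylation (0.17, 0.314) lost theirs, stress stayed uncalled (-0.25, 0.101), and the proteasome list was called lower in M0 (-0.45, 1.06e-04), as it was without R0 replicate 2 (-0.35, 0.00981) or M0 replicate 3 (-0.28, 0.0410). Glycolysis also lost its call without R0 replicate 2 (0.0997) or M0 replicate 3 (0.0932), the oxidative phosphorylation median was 0.28 without R0 replicate 2, and the ribosome call was lost after quantile normalization of all arrays (median 0.10, camera adjusted p = 0.114). Whether scan day or these 2 arrays moved the calls was not separated.

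**Figure D2:**
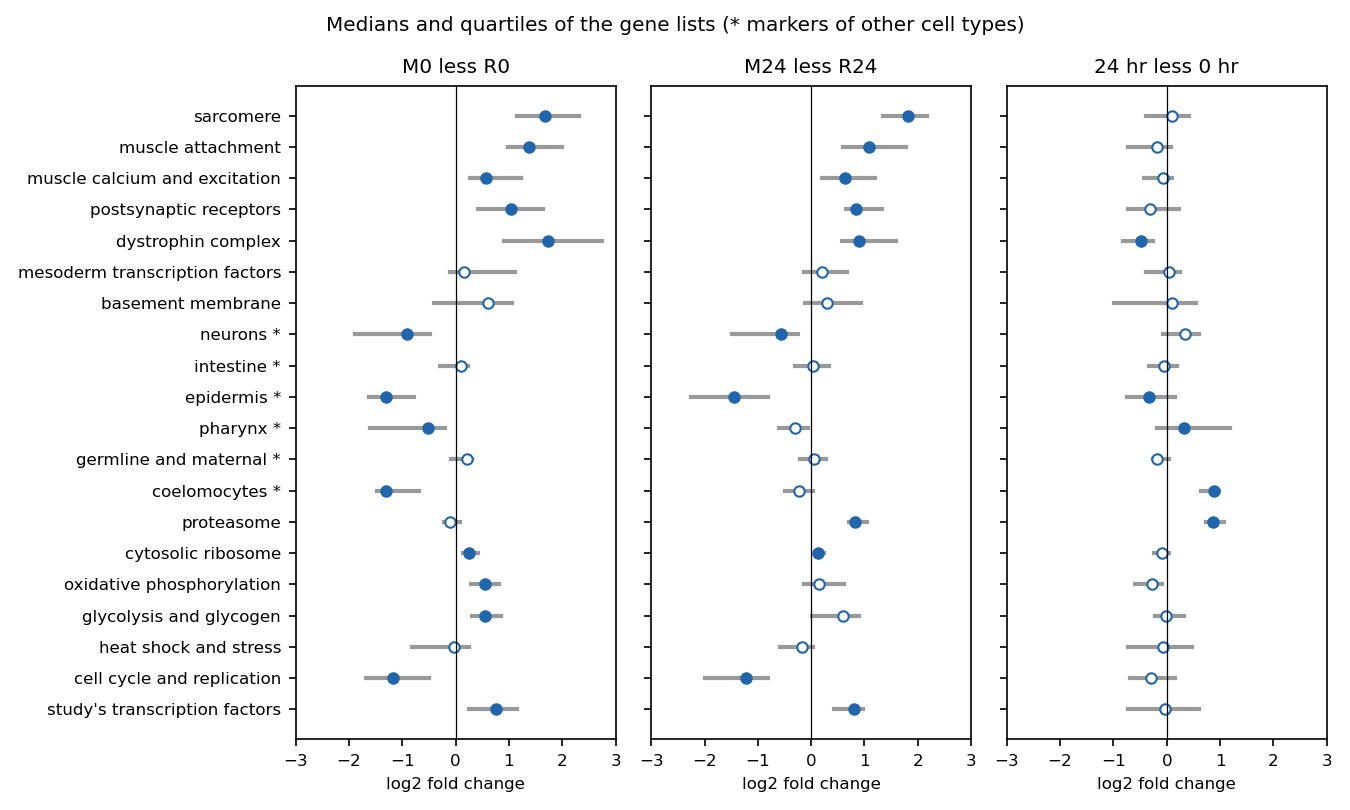
Median log2 fold change of each gene list (points) with its quartiles (bars) for M0 against R0, M24 against R24, and the difference between them; filled points passed camera and asterisks mark lists of other cell types. Muscle lists lie right of 0 at both times (sarcomere 1.67 and 1.81), neurons, epidermis and the cell cycle lie left, and the proteasome list moves from -0.10 to 0.83.

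The second comparison asks which transcripts distinguish muscle that had differentiated in culture. myo-3 was higher in M24 than in R24 by 1.79 ± 0.30 (n = 3 and 4, adjusted p = 0.0133), unc-54 by 2.09 ± 0.41 (adjusted p = 0.0236), unc-15 by 2.36 ± 0.39 (adjusted p = 0.0131), hlh-1 by 2.38 ± 0.21 (adjusted p = 0.00230) and unc-120 by 2.26 ± 0.39 (adjusted p = 0.0148). The sarcomere, attachment, receptor and proteasome lists had raised medians that passed camera, and the epidermis, neuron and cell cycle lists lowered ones. None of these 7 lists passed with an estimated correlation (adjusted p from 0.152 to 0.585), and of 32 proteasome genes 2 were called. Without M24 replicate 1 the calls of myo-3 (adjusted p = 0.0557), unc-15 (0.0649) and unc-120 (0.0711) were lost, and that of unc-54 was lost without any array but M24 replicate 3 (highest adjusted p = 0.0811). With scan day as a random block, myo-3 (1.85 ± 0.39, adjusted p = 0.0574), unc-54 (2.09 ± 0.54, 0.0960), unc-15 (2.38 ± 0.53, 0.0680) and unc-120 (2.28 ± 0.51, 0.0684) kept their fold changes and lost their calls because the SE widened, while hlh-1 kept its call.

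At 24 hr limma called 510 probe sets raised and 1337 lowered, or 416 and 1027 genes. In each of the 1443 called genes all 3 muscle arrays lay on one side of all 4 reference arrays, which chance gives for 5.71% of genes and 29.2% of all genes showed. As at 0 hr, the separation of called genes largely follows from the call and is no added support. No recorded scan day held both groups (R24 replicate 4 has none on record), so no value within a day can be given. A random block for scan day called 188 raised and 430 lowered, and 48 of the 75 called genes named for this comparison kept their calls, the other 27 having adjusted p-values of 0.0501 to 0.166 and wider SEs (1.15 to 1.65 times, median 1.32), with fold changes that moved by -0.15 to 0.11. In the random block only R24 replicates 1, 2 and 3 shared a day. Its correlation (0.571) can therefore reflect the wider scatter of the M24 arrays as well as scan day. The lost calls cannot be assigned to scan day. The replicate block, in which the unpaired R24 replicate 4 carries no weight, called 1006 probe sets and kept 59 of the 75. Of the genes in the text it lost Y17D7B.4, F26E4.5, twk-18, pal-1, let-381, cpr-1, act-5, tnt-4, glh-1, pbs-1, pbs-7 and pgk-1, with adjusted p-values of 0.0511 to 0.122. Of 30 called named genes with other probe sets, 14 had all of these called the same way, 14 had none, 7 had one or more of opposite sign, and 2 had one or more called the opposite way. The count depended on single arrays: 2709 probe sets were called without M24 replicate 3 (1230 raised, 1479 lowered), 778 without M24 replicate 1, 868 without R24 replicate 2 and 1123 without R24 replicate 4. Quantile normalization of all arrays called 768 raised and 1197 lowered. The median of all probe sets was 0.09.

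The largest rises at 24 hr were those of dpy-20 (5.06 ± 0.36, adjusted p = 0.00143) and of ZK792.7, its neighbour on the chromosome (3.61 ± 0.20, adjusted p = 8.95e-04). anmt-3, which encodes a methyltransferase (3.5 ± 0.36), Y17D7B.4 (3.36 ± 0.54), T12D8.9 (3.35 ± 0.52), the nitrilase gene nit-1 (3.3 ± 0.43), tln-1 (3.27 ± 0.37) and C35A5.6 (3.22 ± 0.24) came next. The deepest falls were those of mcm-7 (-4.80 ± 0.29, adjusted p = 8.97e-04), flp-1 (-4.41 ± 0.57), the cuticle collagen gene dpy-14 (-4.31 ± 0.30), C25F9.2 (-4.27 ± 0.23), F26E4.5 (-4.19 ± 0.55), fmi-1, which encodes a cadherin that guides axons (-4.13 ± 0.43), F13E9.11 (-3.95 ± 0.22) and ttr-50 (-3.87 ± 0.35). The call of Y17D7B.4 was lost without M24 replicate 1 (adjusted p = 0.0564), and that of F26E4.5 with scan day as a random block (adjusted p = 0.0516).

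**Figure D3:**
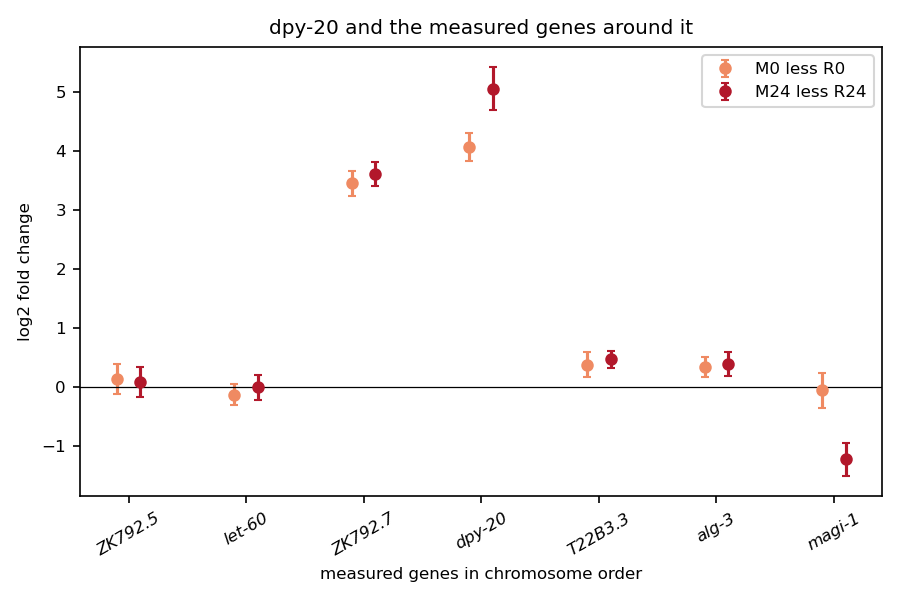
Log2 fold change (± SE) of dpy-20 and of the measured genes up to 3 places away in chromosome order, for M0 against R0 and M24 against R24. dpy-20 (4.07 and 5.06) and ZK792.7 (3.45 and 3.61) stand out, while the others lie between -1.23 and 0.46.

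The structural lists of muscle kept high medians at 24 hr. Of 29 sarcomere genes 20 were raised and 0 lowered (26 and 0 adjusted over the list alone; median 1.81, camera adjusted p = 3.91e-12, and adjusted p = 0.288 with an estimated correlation), led by unc-27, a troponin I gene (2.53 ± 0.27), and unc-87 (2.36 ± 0.33). The attachment list had 9 of 20 raised and 1 lowered (12 and 1 adjusted over the list alone; median 1.09, camera adjusted p = 9.47e-06, and adjusted p = 0.446 with an estimated correlation), with tln-1 and unc-95 (2.69 ± 0.31) at its head. Of 5 other tln-1 probe sets 1 was called raised (1.42), and the next brightest was at -0.48 (adjusted p = 0.410). pat-3 and pat-6 did not pass (0.01 ± 0.22, adjusted p = 0.976, and 0.68 ± 0.19, adjusted p = 0.0640), nor did the β-spectrin gene unc-70 at either time (0.58 ± 0.20, adjusted p = 0.0936 at 0 hr; 0.85 ± 0.29, adjusted p = 0.107 at 24 hr). Without M24 replicate 3 pat-6 and unc-70 were called raised (0.88 and 1.13), as was unc-70 with the replicate block (0.94, adjusted p = 0.0423). The actin gene act-4, with adjusted p-values of 0.930 and 0.511, had values of -0.03 ± 0.20 at 0 hr and -0.10 ± 0.10 at 24 hr. The dystrophin list had 3 of 10 raised and 1 lowered (6 and 1 adjusted over the list alone; median 0.90, camera adjusted p = 5.27e-04, and adjusted p = 0.306 with an estimated correlation), with sgca-1 (3.13 ± 0.19) and sgn-1 (2.55 ± 0.25) highest. The dystrobrevin gene dyb-1 was below the threshold at 0 hr (0.85 ± 0.34, adjusted p = 0.166) and below the fold minimum at 24 hr (0.61 ± 0.12, adjusted p = 0.0212). On M24 replicate 3 the attachment and dystrophin medians over R24 were 0.53 and 0.39. On replicates 1 and 2 they were 1.39 and 1.54 for attachment, and 0.91 and 1.25 for dystrophin.

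Receptor genes at 24 hr had 5 of 16 raised and 0 lowered (10 and 1 adjusted over the list alone; median 0.85, camera adjusted p = 7.70e-05, and adjusted p = 0.198 with an estimated correlation). unc-29 rose by 2.42 ± 0.40, losing its call without M24 replicate 1 (adjusted p = 0.0661), and lev-1 by 1.79 ± 0.23. The acetylcholine receptor genes acr-16 and unc-63 were called at 24 hr (1.33 ± 0.13, adjusted p = 0.00268, and 1.33 ± 0.15, adjusted p = 0.00382) and not at 0 hr (0.31 ± 0.21, adjusted p = 0.398, and 0.53 ± 0.23, adjusted p = 0.192), but the difference between the times did not pass for either (1.02 ± 0.25, adjusted p = 0.0614, and 0.80 ± 0.28, adjusted p = 0.202). unc-49, called at 0 hr, was at 0.76 ± 0.22 here (adjusted p = 0.0719), and mod-1, a serotonin receptor gene, was not called at either time (-0.15 ± 0.16, adjusted p = 0.593, and 1.22 ± 0.47, adjusted p = 0.133), although it was without M24 replicate 3 (1.84). The calcium and excitation list had 7 of 22 raised and 0 lowered (9 and 1 adjusted over the list alone; median 0.64, camera adjusted p = 6.24e-04, and adjusted p = 0.306 with an estimated correlation), csq-1 rising by 2.25 ± 0.30 and twk-18 by 1.83 ± 0.25. With the replicate block twk-18 lost its call (adjusted p = 0.0562), and its other probe set was not called (0.99, adjusted p = 0.0854). Also counted as raised was sca-1 (1.81), although 2 of its 3 other probe sets were called lowered, the lowest value being -2.05. On M24 replicate 3 the receptor and calcium medians over R24 were 0.36 and 0.24. On replicates 1 and 2 they were 1.04 and 1.16 for receptors, and 0.71 and 0.95 for calcium.

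Regulators and matrix genes did not shift as lists at 24 hr. The mesoderm list had 2 raised and 2 lowered of 15 (3 and 2 adjusted over the list alone; median 0.20, camera adjusted p = 0.341), with hlh-1 and unc-120 raised and pal-1 (-1.43 ± 0.24) and let-381 (-1.17 ± 0.22) lowered. ceh-13 (0.17 ± 0.17, adjusted p = 0.510) and hnd-1 (-0.25 ± 0.21, adjusted p = 0.443) did not pass, nor did nhr-40 at either time (0.39 ± 0.17, adjusted p = 0.204, and 0.58 ± 0.32, adjusted p = 0.259). The transcription factors chosen by the study on these samples, again not independent evidence, had 7 of 30 raised and 1 lowered (18 and 1 adjusted over the list alone; median 0.81, camera adjusted p = 2.96e-06, and adjusted p = 0.198 with an estimated correlation). hlh-1 rose most in this list, and lin-40, listed under its synonym egr-1, came next (-2.28 ± 0.29), yet a second lin-40 probe set was raised by 0.80 (adjusted p = 0.0493), and mxl-3, a gene of the Max-like factors, rose by 1.92 ± 0.13. The basement membrane list had 3 raised and 3 lowered of 18 (4 and 3 adjusted over the list alone; median 0.30, camera adjusted p = 0.341), with mig-17 raised (2.46 ± 0.32) and the laminin gene lam-3 lowered (-2.44 ± 0.35). pal-1 lost its call without M24 replicate 1 (adjusted p = 0.0660), and let-381 without M24 replicate 1 or R24 replicate 2 or 4 (highest adjusted p = 0.0670); with scan day as a random block both lost it (0.0674 and 0.103), as did lin-40 (0.0514).

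The epidermis and neuron lists had lowered medians at 24 hr. Of 24 epidermal genes 14 were lowered and 0 raised (16 and 0 adjusted over the list alone; median -1.45, camera adjusted p = 3.91e-12, and adjusted p = 0.152 with an estimated correlation), among them sqt-3 (-3.11 ± 0.26), noah-1 (-2.91 ± 0.38), noah-2 (-2.79 ± 0.26) and eff-1, which encodes a cell fusion protein (-2.68 ± 0.20). Of 28 neuronal genes 9 were lowered and 0 raised (11 and 0 adjusted over the list alone; median -0.57, camera adjusted p = 3.00e-09, and adjusted p = 0.198 with an estimated correlation), with flp-1 lowest, egl-3 at -2.56 ± 0.29 and ric-4 at -1.62 ± 0.24, which lost its call with scan day as a random block (adjusted p = 0.0889). The pharynx list did not pass (1 of 11 lowered and 0 raised, 1 and 0 adjusted over the list alone; median -0.31, camera adjusted p = 0.0838); its called gene tnt-4 (-1.55 ± 0.31) lost its call without R24 replicate 3 or M24 replicate 1 or 2 (highest adjusted p = 0.0913) and with the random block (0.166). Coelomocyte genes had 0 of 3 called (0 adjusted over the list alone; median -0.23, camera adjusted p = 0.350), unc-122 being closest (-0.76 ± 0.27, adjusted p = 0.113).

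Intestine and germline markers again gave no list shift. The intestine list had 1 raised and 1 lowered of 16, cpr-1, a cathepsin B gene (1.57 ± 0.34), and the actin gene act-5 (-1.35 ± 0.24), with a median of 0.03, a mean of -0.09 and a camera direction of down (adjusted p = 0.804). The germline and maternal list had 2 of 22 lowered and 0 raised, spn-4 (-1.1 ± 0.18) and glh-1 (-1.06 ± 0.21), with a median of 0.06, a mean of -0.07 and a camera direction of down (adjusted p = 0.651). All 4 calls rested on single arrays: cpr-1 was lost without any array but M24 replicate 3 (highest adjusted p = 0.126), act-5 without M24 replicate 1 (0.0716), spn-4 without M24 replicate 1 or R24 replicate 2 (0.0634) and glh-1 without any of the R24 replicates (0.0694). With scan day as a random block the adjusted p-values were 0.100, 0.0828, 0.0683 and 0.105.

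Among general functions the cell cycle list fell furthest, with 18 of 30 lowered and 0 raised (23 and 0 adjusted over the list alone; median -1.22, camera adjusted p = 1.32e-16, and adjusted p = 0.194 with an estimated correlation). Besides mcm-7 it held plk-1, the polo kinase gene (-2.61 ± 0.31), mcm-5 (-2.57 ± 0.19) and cyb-1 (-2.54 ± 0.21). The proteasome list had a median of 0.83 and 31 of 32 members above 0 (camera adjusted p = 4.79e-06, and adjusted p = 0.585 with an estimated correlation), although only pbs-1 (1.32 ± 0.23, adjusted p = 0.0164) and pbs-7 (1.18 ± 0.21, adjusted p = 0.0170), which encode β subunits of the core particle, were called (10 raised and 0 lowered adjusted over the list alone). The proteasome theme came from the study, so this direction is not independent evidence. The median was 1.32 without M24 replicate 3, in which it was -0.03 relative to R24, against 1.21 and 1.31 in replicates 1 and 2. pbs-1 lost its call without R24 replicate 2 or 4 (highest adjusted p = 0.0601), pbs-7 without those or M24 replicate 1 (0.0772), and both with scan day as a random block (0.0619 and 0.0725).

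Glycolysis and glycogen genes had 4 of 16 raised and 1 lowered (7 and 1 adjusted over the list alone) and did not pass as a list (median 0.59, camera adjusted p = 0.0838), with aldo-2 at -1.93 ± 0.33 and the phosphoglycerate kinase gene pgk-1 at 1.45 ± 0.33. Oxidative phosphorylation had 0 of 28 called (0 adjusted over the list alone; median 0.14, camera adjusted p = 0.390), mev-1 being closest (0.89 ± 0.25, adjusted p = 0.0676). Both lists were called without M24 replicate 3 (medians 0.92 and 0.42, camera adjusted p = 0.00136 and 3.94e-04) and after quantile normalization (0.67 and 0.30; 0.00674 and 0.00700). Ribosome genes had 1 of 76 lowered and 0 raised, rpl-11.1 (-1.64 ± 0.19), and a median of 0.13 (camera adjusted p = 0.0289, and adjusted p = 0.741 with an estimated correlation). This call was lost without R24 replicate 2 (0.0788) or 4 (0.287), without M24 replicate 1 (0.103) or 3 (0.164), and after quantile normalization (0.312). The stress list had 2 raised and 3 lowered of 19 and did not pass (median -0.17, camera adjusted p = 0.160), with gst-4, a glutathione S-transferase gene, at 2.08 ± 0.14 and the small heat shock gene sip-1 at -2.68 ± 0.59. pgk-1 lost its call without any array but M24 replicate 3 (highest adjusted p = 0.131), sip-1 without 5 of the arrays, all but R24 replicate 3 and M24 replicate 3 (0.122), and aldo-2 without M24 replicate 1 (0.0509). The random block gave adjusted p-values of 0.0906, 0.164 and 0.0944 for these 3 genes.

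A further question was which enriched transcripts the 2 ages share. Of the 676 genes raised at 0 hr and 416 raised at 24 hr, 220 were raised at both, against about 16 if the calls were independent (Fisher's exact test, two-sided, odds ratio 39.9, p = 3.47e-205, over 17118 genes). The test takes genes as independent of each other, so its p-value does not measure the spread between cell preparations. myo-3, hlh-1, unc-120, unc-54, unc-15, dpy-20 and tln-1 were among them. Of the lowered genes 560 were shared, against 84.9 if independent, including mcm-7, flp-1, ric-4 and sqt-3. Another 456 genes were raised at 0 hr alone and 196 at 24 hr alone, but the difference itself was called for only 71 and 27 of these. Across the 17118 genes the log2 fold changes at the 2 times correlated with r = 0.648 (Spearman's rho 0.563), a description only, since genes are not independent replicates. The shared count was 107 without M24 replicate 1, 123 without R24 replicate 2, 145 without R24 replicate 4 and 368 without M24 replicate 3.

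**Figure D4:**
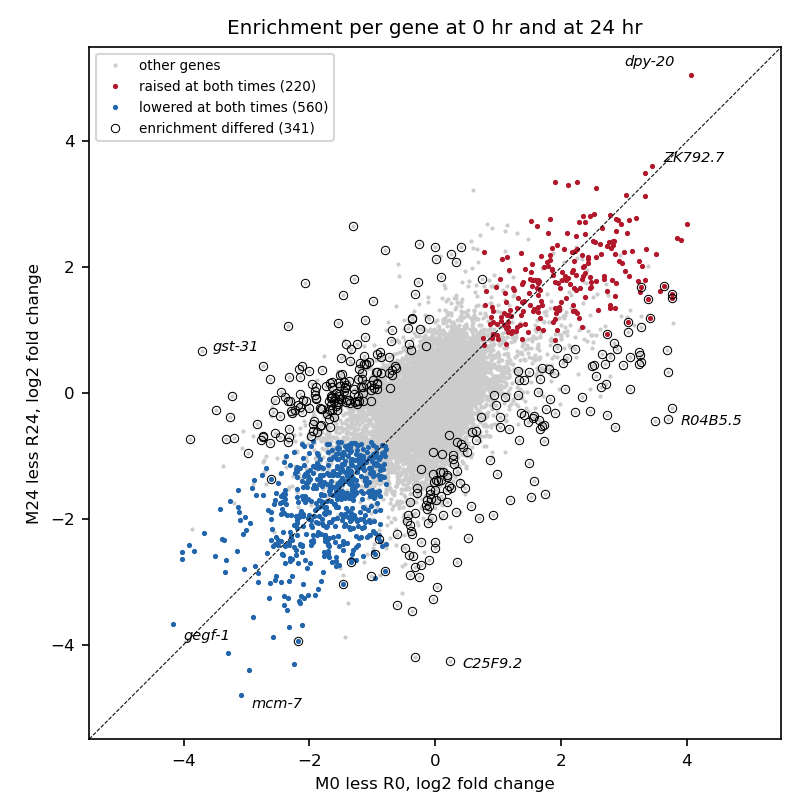
Log2 fold change of each of 17118 genes in M0 against R0 (horizontal axis) and in M24 against R24 (vertical axis). Red points are the 220 genes raised at both times, blue points the 560 lowered at both, and open circles the genes whose enrichment differed between the times (178 higher at 24 hr, 163 higher at 0 hr), which lie away from the diagonal.

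The last comparison tests the difference of enrichment itself, M24 less R24 against M0 less R0. Among single genes, asp-4, an aspartyl protease gene, and kqt-2, a potassium channel gene, were lowered in muscle at 0 hr and not at 24 hr, and R04B5.5 and sdz-38 were raised at 0 hr and not at 24 hr. The proteasome list had the smallest camera adjusted p (1.92e-09), but 1 of its 32 members was called and the adjusted p with an estimated correlation was 0.673. The contractile genes myo-3 (-1.01 ± 0.60, adjusted p = 0.556), unc-54 (-0.11 ± 0.64, 0.979) and unc-15 (0.42 ± 0.47, 0.83) did not pass for the difference, nor did the regulators hlh-1 (-0.24 ± 0.35, 0.877) and unc-120 (0.04 ± 0.59, 0.989). The integrin complex genes pat-3 and pat-6 (-1.0 ± 0.28, adjusted p = 0.103, and -0.96 ± 0.32, adjusted p = 0.193) did not pass either.

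In total limma called 211 probe sets with higher enrichment at 24 hr and 224 with higher enrichment at 0 hr, or 178 and 163 genes. Of the 178 genes 146 were lowered in muscle at 0 hr, 145 of them not lowered at 24 hr, and 27 were raised at 24 hr. Of the 163 genes 79 were raised at 0 hr, 71 of them not raised at 24 hr, and 82 were lowered at 24 hr. The random block for scan day called 400 probe sets. The replicate block called 172, 152 of them among the 435, and kept 11 of the 20 called genes named for this comparison. Those it lost were cpr-1 (adjusted p = 0.0593), eff-1 (0.0792), tnc-2 (0.132), pbs-7 (0.0569), rpl-11.1 (0.0596), nhr-238 (0.0838), nhr-69 (0.101), phat-5 (0.0864) and F26E4.5 (0.0640). Single arrays moved the count: it was 709 without M24 replicate 3, 234 without M24 replicate 1, 207 without R24 replicate 2, 256 without R24 replicate 4, 273 and 219 without R0 replicates 1 and 3, and 289 and 235 without M0 replicates 1 and 3.

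The largest differences towards 24 hr were those of gst-31 (4.37 ± 0.47, adjusted p = 0.00137), Y39B6A.1 (3.95 ± 0.70), asp-4 (3.82 ± 0.65), kqt-2 (3.40 ± 0.55), phat-5 (3.22 ± 0.64) and the collagen gene col-97 (3.18 ± 0.42). All but Y39B6A.1 were lowered at 0 hr, asp-4 by -2.07 ± 0.31 and kqt-2 by -2.33 ± 0.35, and none but Y39B6A.1 (2.65 ± 0.40) was called at 24 hr. The other probe sets of kqt-2 had differences of 1.18 and -0.08 (adjusted p = 0.0546 and 0.942), and of 7 called named genes with other probe sets 6 had none of these called the same way. The largest towards 0 hr were those of C25F9.2 (-4.49 ± 0.30, adjusted p = 2.52e-05), sdz-38 (-4.12 ± 0.50), R04B5.5 (-4.0 ± 0.46), Y97E10AR.2 (-3.94 ± 0.62), F26E4.5 (-3.88 ± 0.64) and M79.2 (-3.40 ± 0.60). C25F9.2 and F26E4.5 were lowered at 24 hr only, and the other 4 were raised at 0 hr only, sdz-38 by 3.70 ± 0.30 and R04B5.5 as given above. phat-5 lost its call without R0 replicate 1 or 3, M0 replicate 2 or 3 or R24 replicate 2 (highest adjusted p = 0.0678), and the other 11 kept theirs without each array.

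Among the gene lists the proteasome had a median difference of 0.88, 31 of 32 members above 0 and the highest single value in pbs-7 (1.55 ± 0.30, adjusted p = 0.0223; camera adjusted p = 1.92e-09, and adjusted p = 0.673 with an estimated correlation). It kept its call without each of the 13 arrays, with medians from 0.64 to 1.39. The dystrophin (-0.47, camera adjusted p = 0.0372), epidermis (-0.34, 0.0461), pharynx (0.32, 0.0461) and coelomocyte (0.89, 0.0372) lists also passed, each with an adjusted p of 0.673 with an estimated correlation and of 0.0534 with dim probe sets left out. Dystrophin and coelomocytes lost the call without 4 arrays each, epidermis without 5 and pharynx without 6, with highest adjusted p-values of 0.139, 0.122, 0.216 and 0.148. These arrays were R0 replicate 2, M0 replicates 1 and 3 and M24 replicate 3 for dystrophin, R0 replicate 1, M0 replicates 1 and 3 and M24 replicate 3 for coelomocytes, the same with R24 replicates 2 and 3 for pharynx, and R0 replicate 2, M0 replicates 1 and 3, R24 replicate 1 and M24 replicate 2 for epidermis, which also lost it after quantile normalization (median -0.16, 0.328) and with the replicate block (-0.29, 0.0550). Members called for the difference were eff-1 in the epidermis list (-1.35 ± 0.26, adjusted p = 0.0225), tnc-2 in the pharynx list (1.45 ± 0.32, adjusted p = 0.0367), and none in the dystrophin or coelomocyte lists, where stn-2 (-1.30 ± 0.31, adjusted p = 0.0597) and cup-4 (1.07 ± 0.26, adjusted p = 0.0578) came closest. pbs-7 and eff-1 lost their calls without R0 replicate 1 or 3, M0 replicate 3, R24 replicate 2 or M24 replicate 1 (highest adjusted p = 0.0610 and 0.0638), and tnc-2 without any array but R0 replicate 3, R24 replicate 1 and M24 replicate 3 (0.0943).

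The other lists did not pass for the difference. Their medians were 0.09 for the sarcomere (mean -0.01, camera adjusted p = 0.953), -0.18 for attachment (0.115), -0.08 for calcium and excitation (0.675), -0.31 for receptors (0.583), 0.34 for neurons (0.0940), -0.05 for intestine (0.953), -0.18 for germline (0.321), -0.09 for the ribosome (0.0940), -0.28 for oxidative phosphorylation (0.0940), -0.02 for glycolysis (0.953), -0.07 for stress (0.675) and -0.29 for the cell cycle (0.102). For mesoderm factors (median 0.04, mean -0.12, camera direction down, 0.953), basement membrane (median 0.10, mean -0.13, camera direction down, 0.779) and the transcription factors of the study (median -0.03, mean 0.05, camera direction down, 0.953), median and mean differed in sign, as they did for the sarcomere. The neuron list was called after quantile normalization (median 0.36, 0.0466), and the ribosome (-0.16, 0.00479) and oxidative phosphorylation (-0.38, 0.0121) lists were called with the replicate block. With each of the 13 arrays left out in turn, oxidative phosphorylation was called in 6 fits and attachment in 5. The ribosome and cell cycle lists were called in 4 fits each, and neurons in 2. Members called in these lists were pyk-2 (-2.23 ± 0.40, adjusted p = 0.0159), cpr-1 (1.90 ± 0.41, adjusted p = 0.0335), rpl-11.1 (-1.74 ± 0.37, adjusted p = 0.0337), nhr-238 (2.00 ± 0.46, adjusted p = 0.0474) and nhr-69 (-1.16 ± 0.24, adjusted p = 0.0305), of which pyk-2 alone kept its call without each array. cpr-1 kept its call only without R24 replicate 1 or M24 replicate 3 (highest adjusted p of the others 0.0880), rpl-11.1 only without these or M0 replicate 2 (0.0880), nhr-238 only without these 2 or R0 replicate 2 (0.128), and nhr-69 only without M0 replicate 2, R24 replicate 1 or 3 or M24 replicate 2 or 3 (0.0756). rpl-11.1 also lost its call with the random block (0.0517).

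**Figure D5:**
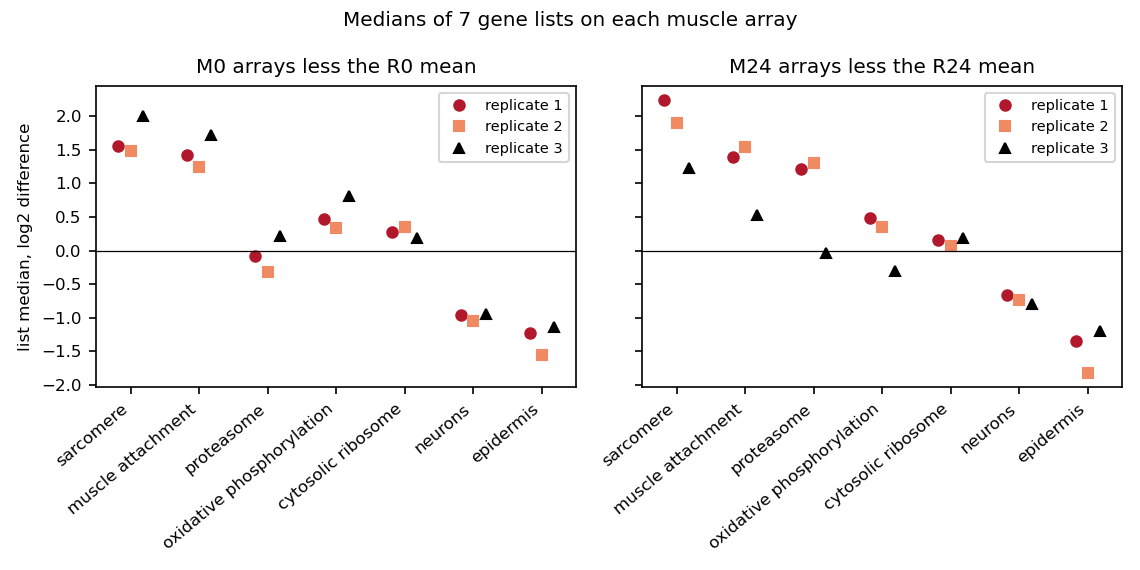
Median log2 difference of 7 gene lists on each muscle array from the mean of its reference group, at 0 hr and at 24 hr. On M24 replicate 3 the sarcomere median is 1.24, against 2.25 and 1.91 on replicates 1 and 2, and the proteasome median is -0.03, against 1.21 and 1.31.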

Values the study reported

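The study reports 770 transcripts enriched in M0 and 937 in M24 muscle cells, 1,312 in total, with 395 found at both times, 375 only in M0 and 542 only in M24. It reports 2,542 depleted transcripts. Its thresholds were a fold change of 1.7 with false discovery rates of 1.8% and 1.2%. The coefficients of determination between replicates average 0.94 for R0, 0.96 for R24, 0.92 for M0 and 0.87 for M24. A set of 24 proteasome genes is reported among those enriched in M24.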

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

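The results in this part were singled out by tests of the difference between the times that were planned, and by a planned rule for single arrays; no test here was chosen after its result was seen.

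Enrichment in muscle differed between 24 hr and 0 hr by the limma test of the difference itself for 24 named genes. It was higher at 24 hr (log2) for gst-31 (4.37), Y39B6A.1 (3.95), asp-4 (3.82), kqt-2 (3.40), phat-5 (3.22), col-97 (3.18), F52A8.3 (3.18), nhr-238 (2.00), cpr-1 (1.90), pbs-7 (1.55) and tnc-2 (1.45). It was higher at 0 hr for C25F9.2 (-4.49), sdz-38 (-4.12), R04B5.5 (-4.0), Y97E10AR.2 (-3.94), F26E4.5 (-3.88), M79.2 (-3.40), sri-19 (-2.25), pyk-2 (-2.23), tag-348 (-2.19), F13E9.11 (-1.76), rpl-11.1 (-1.74), eff-1 (-1.35) and nhr-69 (-1.16).

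The camera test of the difference passed for 5 lists, with medians of 0.88 for the proteasome, 0.89 for coelomocytes, 0.32 for pharynx, -0.34 for epidermis and -0.47 for the dystrophin complex. With an estimated correlation 0 passed, and only the proteasome list kept its call without each of the 13 arrays.

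Of 111 named genes, 7 had 1 array of R24 apart from the other 3, with a gap over the whole range above 0.83, the critical value for 4 arrays. These were dpy-20 (0.883), F26E4.5 (0.980) and egl-21 (0.873) in replicate 1, hnd-1 (0.979), nhr-40 (0.946) and sip-1 (0.841) in replicate 3, and gpd-3 (0.893) in replicate 4. Chance sets apart about 1 in 20 genes at this value. Groups of 3 arrays were not tested in this way.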

How the results depend on the processing

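Scan day as a random block, scan day as a fixed block for gene lists, and tests on name families were chosen after seeing the data; the other settings were planned. No result named in the report changed its direction past a threshold under any setting run.

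For M0 against R0 (2643 probe sets), treat at the fold minimum called 719 and SAM 1380. For M24 against R24 (1847), array weights called 1149, treat 255, the replicate block 1006 and the random scan day block 618, of which 616 were among the 1847. Leaving out arrays in turn gave 778 (without M24 replicate 1) to 2709 (without M24 replicate 3). For the difference of enrichment (435) array weights called 759, treat 14 and the replicate block 172, and leave-one-out gave 207 (without R24 replicate 2) to 709 (without M24 replicate 3).

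Of the gene lists 14, 11 and 5 passed for M0, M24 and the difference, and with an estimated correlation 0, 0 and 0. For the difference, 1 passed with dim probe sets left out, and leave-one-out gave 1 (without M0 replicate 1) to 10 (without R0 replicate 3). The 220 genes raised at both times became 28 under treat, and 107 (without M24 replicate 1) to 368 (without M24 replicate 3) in leave-one-out. The mean R² of replicate pairs, 0.929, was 0.911 on the linear scale, 0.931 after quantile normalization and 0.892 without dim probe sets.

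Of the results for named genes, 154 kept their side of the threshold without each array, 41 lost a call and 14 gained one. The replicate block kept 183, with 25 lost and 1 gained, and the random block 179, with 29 lost and 1 gained. Under treat 87 lost a call. Quantile normalization kept 194, with 6 lost and 9 gained. Of 60 list results, quantile normalization kept 54, with 3 lost and 3 gained, and the filter on dim probe sets 54, with 4 lost and 2 gained. Without each array 46 kept their side of the threshold, 6 lost a call and 8 gained one.

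The direct comparisons of M24 with M0 and of R24 with R0 were not run, because the times were taken to be normalized apart. Scan day could not be fitted as a fixed block at 24 hr or for the difference.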

Other observations

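The tests of name families in this paragraph were chosen after seeing the data. Of 111 families of genes with at least 15 measured members, 16 passed camera as higher and 13 as lower in M0, 18 and 11 in M24, and 1 and 2 for the difference, but 0 with an estimated correlation. Without M24 replicate 3, 7 families passed in M24 in place of 29, and 2 for the difference in place of 3. The highest median of a family that passed as higher in M24 was 0.31. The FMRFamide-like neuropeptide family flp (15 of 25 lowered and 0 raised in M0, median -1.05, camera adjusted p = 7.19e-11; adjusted p = 0.347 with an estimated correlation) and the neuropeptide-like family nlp (25 of 58 lowered and 0 raised, median -0.69, 5.72e-13; adjusted p = 0.347 with an estimated correlation) fell with the neuronal markers. They were lower within both shared scan days (-1.17 and -1.11 for flp, -1.0 and -0.54 for nlp) and with scan day as a block (-1.14 and -0.74). At 24 hr flp (13 lowered, median -1.05, 6.56e-08) and nlp (18 lowered, -0.53, 1.44e-07) were lower again, each with an adjusted p of 0.932 with an estimated correlation. The vacuolar ATPase family vha was lower at 0 hr (5 of 18 lowered, -0.75, 1.26e-05; adjusted p = 0.506 with an estimated correlation; -0.74 and -0.90 within the days, -0.85 with the block). The mitochondrial ribosome families mrpl (3 of 34 raised and 0 lowered, median 0.40, 3.20e-04) and mrps (3 of 25 and 0, 0.43, 0.00380) were higher in M0, each with an adjusted p of 0.872 with an estimated correlation (0.35 and 0.34, and 0.48 and 0.34, within the days, and 0.39 and 0.32 with the block). Their enrichment was lower at 24 hr than at 0 hr (-0.41, 1.72e-04, and -0.65, 5.54e-04), which mrpl lost without M24 replicate 3 (0.108). Glutathione S-transferase genes (gst) were lower in M0 (11 of 40 lowered and 1 raised, -0.43, 2.18e-04; adjusted p = 0.347 with an estimated correlation; -0.42 and -0.29 within the days, -0.35 with the block), and their enrichment was higher at 24 hr than at 0 hr (median difference 0.48, 5.74e-05; 3.28e-04 without M24 replicate 3; adjusted p = 0.997 with an estimated correlation).

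Splits of the arrays were planned for every count. For M0 against R0 the real split called 2643 probe sets and the highest of the others 0, but the 10 splits of 6 arrays are too few for a share under 0.05, and 1 of them gave as many. For M24 against R24 only the real split, 1 of 35, called as many as 1847, a share under 0.05 where arrays are exchangeable, and the highest other called 0. In both comparisons every other split mixed muscle with reference arrays. A real difference would itself widen the spread there, so these counts of 0 are weak evidence against chance. The splits also ignore scan day, with which the random block called 618. The split of R24 replicates 1, 2 and 3, which shared a day, from the other arrays called 0. It differs from the real split in R24 replicate 4 alone, so its 0 says nothing about scan day. For the difference, 5 of 100 drawn splits called at least 435, the highest other 1772, so chance is not excluded. The 4 others kept the real grouping or its mirror at one time, which points to a structure of the samples, and none of the 82 that kept neither called more than 2. For lists, 2 of 10 splits at 0 hr passed 14 (highest other 14; too few splits), 11 of 35 at 24 hr passed at least 11 (highest other 16), and 71 of 100 for the difference passed at least 5 (highest other 17), so chance is not excluded for these list counts. The 220 genes raised at both times were reached by 1 of 100, the real split, with 0 as the highest other. Each other draw changed the grouping at one time or both and called 0 probe sets there, so this count adds nothing on the overlap itself.

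Both tests of dpy-20 were chosen after the result was seen. Among genes, each by its brightest probe set, dpy-20 had the largest rise at both times (4.07 and 5.06), and the wild-type copy of this gene is known as a marker in the transgene array of myo-3::GFP strains. The labels call the reference wild type and the study used a wild-type isolate beside the myo-3::GFP strain, so the reference likely lacked the transgene, although the growth protocol shared by all samples names myo-3::GFP adults. Extra copies of a genomic piece could raise both dpy-20 and its neighbour ZK792.7, whose lower rise was 3.45, while 4 other measured genes within 3 places were not called and magi-1 was lowered at 24 hr (-1.23, adjusted p = 0.0356). As ordinary muscle enrichment, 13 genes elsewhere came within 2 SE of dpy-20 at 0 hr and 0 did at 24 hr. Among M24 arrays dpy-20 was highest on replicate 3 (11.14, against 10.11 and 9.65), where myo-3 was lowest (7.99, against 9.08 and 8.79). Ordinary muscle enrichment would not predict this, but 1 array cannot decide it. The 2 explanations cannot be told apart, since no array is known to hold the transgene in cells other than sorted muscle, and shared probe sequence could not be tested.

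For M24 replicate 3, the tests of compressed range and of the proteasome were chosen after the result was seen, and that of other cells was planned. Its sarcomere median lay 0.78 below the mean of the other 2 M24 arrays, and a candidate explanation is more RNA from other cells despite the myo-3::GFP sort: the lowest of 5 other-cell list medians was 0.0254 (germline), with pharynx at 0.29, epidermis at 0.28, intestine at 0.21 and neurons at 0.10, although the means of neurons (-0.09, SE 0.160) and germline (-0.07, SE 0.126) lay below 0 and the neuron median over R24 was lower on this array than on the other 2. Of 101 genes in these lists, 0 are held by another list and 1 (cpr-1) was raised in muscle, and levels went both ways, as sqt-3 was at 9.02 against a mean of 8.76 on the other 2 (11.96 in R24) and flp-1 at 5.53 against 6.91 (10.86 in R24). A compressed range of signal (slope -0.20 on the signal of the other 2 arrays) cannot be told apart from it for most genes. Like signal was taken from a smooth trend over all probe sets, fitted over a wide span of signal. Against that trend the sarcomere median was 0.22 (mean 0.19, SE 0.105), so its fall went away. Epidermis kept a mean of 0.52 (SE 0.147). Ribosome genes lay 1.25 above the trend but only 0.10 above the other 2 arrays. The median levels of the ribosome (12.8) and sarcomere (10.8) lists lie above the highest decile of signal, where a wide trend may fit poorly. Whether compression explains the ribosome genes therefore cannot be decided. The proteasome median over R24 was -0.0297, against 1.24 for the sarcomere, which leaves open whether cells like the reference explain it. No biological explanation was tested.

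For the proteasome genes the test of scan day was chosen after the result was seen, the others were planned, and the theme came from the study. Genes of like abundance do not account for the difference, since its median lay above 100% of 10000 random lists matched on signal (highest 0.53). Without M24 replicate 3 the median difference was 1.39. On that array the proteasome median over R24 was -0.03, against 1.21 and 1.31 on replicates 1 and 2. Leaving it out was therefore bound to raise the difference, which rests on replicates 1 and 2. Scan day stays open, as 0 recorded scan days held both groups at 24 hr and R24 replicate 4 has none on record. The origin of the arrays stays open too, since the study credits the R24 data to its earlier work. The camera adjusted p of the difference was 0.673 with an estimated correlation, and no biological explanation was tested.

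SAM with own code and no present calls raised 294 genes at 0 hr and 482 at 24 hr, 131 at both, 163 and 351 at one alone and 645 at either, and lowered 1572 at either, and raised 5 of 32 proteasome genes at 24 hr. All these counts are lower than those in the study.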
